A study of Mus musculus with 84 samples.

How the data were processed

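RNA-seq libraries had been made from sorted NeuN-positive nuclei of the frontal cortex of mice. NeuN is a protein of neuronal nuclei, so the sort enriches neurons. The groups were vehicle-injected mice and mice sampled 24 h, 48 h or 7 days after a single injection of DOI (2,5-dimethoxy-4-iodoamphetamine), a serotonin 2A receptor agonist of the psychedelic class. RNA of 4 mice per group was analysed, with 2 libraries per mouse, which makes 16 mice and 32 libraries. The series also has H3K27ac chromatin samples, which were not analysed here.

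Per the labels' protocols, full-length cDNA was made with SMART-seq2 chemistry and libraries with the Nextera XT kit. The deposited values are raw counts per gene: per the file headers, the authors ran featureCounts v2.0.0 over the exons of each Ensembl gene ID of the GRCm38 annotation, with no option for strand, read pairs, multi-mapping reads or overlapping features, which leaves these at the tool's defaults. No aligner or trimming step was recorded in the headers. Without the strand option, a read from an antisense transcript counts toward the gene it overlaps. Reads that fall on exons of overlapping genes, or that align to several near-identical copies, are left out by default, so genes with such neighbours or copies are uncertain. In the headers the group of all 32 libraries was the group of the label, while for 3 mice (24 h mouse 1, 48 h mouse 2 and 7 days mouse 2) the header carried mouse number 6. The numbers of the labels were used.

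The files hold 55401 gene IDs, of which 55141 (99.5%) were matched to a symbol in the gene name table given. Gene types were taken from RefSeq (assembly GRCm38.p6). Totals ranged from 2763704 to 7436451 counts per library. The smallest level the depth could show, 3 counts, was 0.243 to 0.514 CPM (counts scaled to a common total) over the mice. Reads carried no molecular identifiers, so floors cover counting error only.

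The counts of the 2 libraries of a mouse were summed, so the mouse was the replicate. The libraries of a mouse were not duplicates of each other: the chi-square of their counts divided by its degrees of freedom was 1.39 to 3.07, and the correlation of their log2 CPM was 0.960 to 0.989. Genes were kept with edgeR's filterByExpr (17941 genes), scaled with TMM factors and fitted with edgeR's quasi-likelihood model (glmQLFit and glmQLFTest) in a single fit over the 4 groups, with Benjamini-Hochberg adjustment and a threshold of 0.05. The contrasts were each DOI group against vehicle, 48 h against 24 h, 7 days against 48 h, and a test for any difference among the 4 groups. Log2 CPM used a prior count of 2. Standard errors of log2 fold changes were derived from the fold change and the F statistic. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0.

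A list of 93 serotonin receptor, plasticity, activity-regulated and glutamate receptor genes, gene sets drawn from it and sets of cell type markers were written before the data were examined, as were the designs, most of the alternatives and the rule for genes named in the text. By that rule, for each DOI group the 3 genes with the largest log2 fold change in each direction were named among genes past the threshold with a mean log2 CPM of at least 2 and no overlap between the 4 treated and the 4 vehicle mice. Where none passed, the gene with the smallest p was named. The 3 genes with the smallest p in the 4-group test and Htr2a were always named. Gene sets were tested with limma's camera with an inter-gene correlation estimated per set, adjusted over 42 tests.

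On simulated counts for the 17941 genes, drawn from the mean CPM of each gene over all mice and the real library sizes with a dispersion of 0.1, the fit recovered 160 of 200 genes changed 3-fold (80%) and made 4 false calls. A pass line of more than 80% had been set for this test. The result sat exactly on that line and did not pass it, and the line was then replaced by a limit on false calls. With no gene changed it made 0 calls. A simulated shift of 1 gene set was found by camera at an adjusted p of 8.67e-07, with 0 other sets called in 42 tests. There all genes of the set were shifted alike at 24 h, and counts were drawn independently for each gene. In the real counts the estimated inter-gene correlation reached 0.543 (striatal neuron markers at 7 days). The simulated test therefore does not show what camera could find in correlated sets.

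The counts of genes in the pairwise contrasts, their overlaps, the listed genes and the named genes were recomputed with DESeq2, with limma voom with quality weights, with other scaling factors, other filters, each library alone, the libraries as separate units, only the groups compared, the mouse number as a block, the number of detected genes as a covariate, and with each mouse left out, and the counts and overlaps also at other thresholds. The 4-group count was recomputed in the same way, except in fits of only the groups compared. Gene sets were recomputed with a preset inter-gene correlation, with limma's fry, with other scaling factors, with each library alone, with the mouse number as a block and with each mouse left out. Chosen after seeing the data were counts thinned to 5834248 per mouse, a block by the header number, covariates for the mitochondrial share, the share of an 18S ribosomal RNA pseudogene and 1 surrogate variable, and a fit without the 10 most counted genes. GC content was not tested, since no genome sequence was used here.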

Results

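Nuclear RNA of frontal cortex neurons was sequenced from 4 vehicle-injected mice and from 4 mice each at 24 h, 48 h and 7 days after a single dose of DOI, to ask which transcripts differ after the drug and for how long. Total counts per mouse were 9151680 to 11517452 in the vehicle group, 6441396 to 8090559 at 24 h, 5834248 to 7344355 at 48 h and 6972577 to 12354785 at 7 days. The totals of the vehicle mice did not overlap those of the 24 h and 48 h mice, so depth and group were not independent there. Y-linked genes were expressed in every mouse (507 to 939 CPM summed) and Xist was at most 1.91 CPM. Malat1 was the most counted gene in every library, with 1.65% to 7.58% of the counts.

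The spread between mice of a group, as the biological coefficient of variation, was 21.5% for vehicle, 32.9% at 24 h, 33.9% at 48 h and 50.4% at 7 days. The first principal component of log2 CPM carried 46.0% of the variance. Vehicle mice had scores from -94.6 to -69.0, and the mice at 24 h and 48 h had scores from 22.0 to 66.2. The mice at 7 days did not form a single group on this component: mouse 1 had a score of -87.5, mouse 2 of 52.1, mouse 3 of -82.9 and mouse 4 of 64.8.

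**Figure D1:**
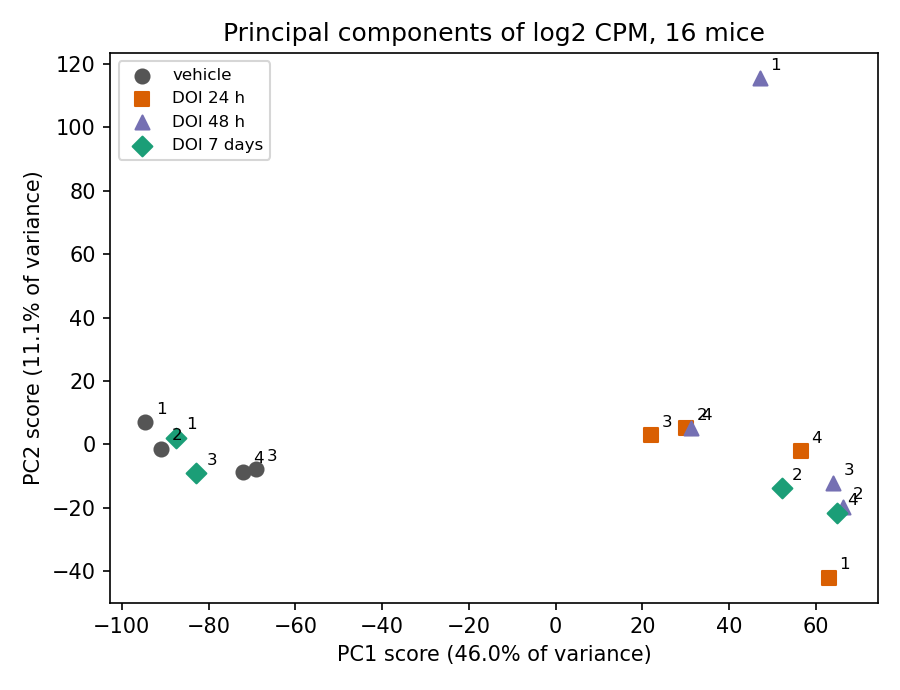
Scores of the 16 mice on the first and second principal components of log2 CPM (axes in score units, with the percent of variance), with numbers giving the mouse. The 4 vehicle mice and mice 1 and 3 at 7 days have negative PC1 scores, and the 8 mice at 24 h and 48 h and mice 2 and 4 at 7 days have positive ones.

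To ask what differed a day after DOI, the 24 h group was compared with vehicle. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4346 of 17941 genes had an adjusted p below 0.05, 2477 higher and 1869 lower. The 4 mice at 24 h did not overlap the 4 vehicle mice in 6404 genes (35.7%), where chance gives 2.86%. The share of calls that were higher was 57.0% with TMM scaling, 67.3% with total counts only, which moved the median log2 fold change of all genes to 0.14 from 0.03, and 48.5% with 32 libraries and duplicateCorrelation. With TMM it was 90.2% for single-exon features inside another gene, 49.1% for genes not inside another gene and 47.4% for protein-coding genes. The alternatives that moved the count most were 2 covariates that each gave 0 calls: the share of an 18S ribosomal RNA pseudogene (870 genes at an unadjusted p below 0.05) and 1 surrogate variable (1888 genes). Group explained 75.1% of the variance of the pseudogene share and 58.4% of that of the surrogate variable, so both fits take out much of the shift itself; that with the pseudogene share recovered 11 of 200 simulated changes.

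Under the naming rule, the feature that rose most at 24 h was CT010467.1 (chromosome 17, 39846353 to 39848201, GRCm38), a single-exon feature that matches Rn18s-rs5, an 18S ribosomal RNA pseudogene in RefSeq. Ribosomal RNA has many near-identical copies, so its counts are uncertain. Its level was 92.8 CPM ± 15.9 (SD, n = 4) in vehicle mice and 9941 CPM ± 5186 (SD, n = 4) at 24 h, a log2 fold change of 6.74 (SE 1.13), with an edgeR adjusted p of 0.00199. Gm43606 (chromosome 5, 51855220 to 51858775) and Gm44187 (chromosome 6, 88040539 to 88042467) rose by 6.50 (SE 1.36, adjusted p 0.00414) and 6.41 (SE 1.19, adjusted p 0.00305) on the log2 scale. Both are single-exon features with at most 4 and 7 counts in any vehicle library, so the size of these changes is imprecise, and Gm44187 lies on Rab7, on the same strand. Among genes that fell, the log2 fold change was -3.91 (SE 0.63) for Srpr (chromosome 9, 35200175 to 35247973), -3.89 (SE 0.69) for Rragb (chromosome X, 153139981 to 153171943) and -3.19 (SE 0.62) for Eid2 (chromosome 7, 28267881 to 28269272), with edgeR adjusted p of 0.00176, 0.00260 and 0.00332. Srpr overlaps 3 genes of the other strand, and the counting did not use strand.

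The 48 h group gave 5395 calls against vehicle by the same edgeR test, 3011 higher and 2384 lower, and 6838 genes without overlap (38.1%, chance 2.86%). The share of calls that were higher was 55.8% with TMM scaling, 64.2% with total counts only and 49.8% with 32 libraries and duplicateCorrelation. The genes called at both times numbered 3742, all in the same direction, where 1307 would be shared if the lists were independent. These contrasts share the vehicle mice, so the overlap is descriptive. CT010467.1 (12196 CPM ± 4936, SD, n = 4; log2 fold change 7.04, SE 1.15, edgeR adjusted p 0.00158), Gm43606 (log2 fold change 7.02) and Gm44187 (6.73) were again the genes that rose most under the naming rule. Under the same rule, the genes that fell most were Rragb (log2 fold change -4.15, SE 0.70), Srpr (-3.55, SE 0.62) and Ntn4 (chromosome 10, 93640681 to 93747207; -3.21, SE 0.65, edgeR adjusted p 0.00287). Ntn4 overlaps 3 genes of the other strand. Compared directly, 48 h and 24 h differed in 0 genes, with 338 genes (1.88%) at an unadjusted p below 0.05.

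At 7 days, 0 genes passed the edgeR threshold against vehicle, with 3012 genes (16.8%) at an unadjusted p below 0.05 and a smallest adjusted p of 0.0960. The fit shares its dispersion over 4 groups of unequal spread, so these counts depend on the groups fitted. With only the 2 groups compared, edgeR called 0 genes at 7 days (2217 at an unadjusted p below 0.05), 6063 at 24 h and 6824 at 48 h. The 7 days and vehicle mice did not overlap in 1050 genes (5.85%, chance 2.86%). Against 48 h, 0 genes passed and 2959 had an unadjusted p below 0.05. The overlap of calls at 24 h and 7 days was therefore 0 genes and no test of it was possible. Of the 4346 genes called at 24 h, 4249 (97.8%) had the same sign at 7 days, with a median log2 change of 0.58 in the 24 h direction against 1.17 at 24 h itself. Both contrasts use the same vehicle mice, and the genes were chosen on the 24 h contrast. These features favour equal signs even without a change at 7 days, and the share expected without a change was not computed. The group median of 0.58 did not describe the single mice: over the same genes the median log2 change from the vehicle mean was 0.04 in mouse 1, 1.09 in mouse 2, 0.06 in mouse 3 and 1.11 in mouse 4. CT010467.1 was at 87.3, 6171, 63.4 and 4622 CPM in these mice. The gene with the smallest p at 7 days was Rgs9 (chromosome 11, 109225355 to 109298129), which was not past the threshold (log2 fold change 3.41, SE 0.66, edgeR adjusted p 0.0960). Its levels were 18.6, 127, 8.99 and 126 CPM in mice 1 to 4 against 4.78 to 8.25 CPM in vehicle mice. Rgs9 was past the threshold at 48 h against vehicle (log2 fold change 1.77, SE 0.63, edgeR adjusted p 0.0414). At 24 h it was not (log2 fold change 1.04, SE 0.63, edgeR adjusted p 0.231).

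The test for any difference among the 4 groups gave 3380 genes. The smallest p belonged to Slk (chromosome 19, 47579678 to 47645246), Tmem181b-ps (chromosome 17, 6438524 to 6467022) and Abca2 (chromosome 2, 25428703 to 25448540). Slk was at 168 CPM ± 7.01 in vehicle mice, 51.4 ± 8.07 at 24 h, 52.1 ± 8.33 at 48 h and 97.4 ± 28.9 at 7 days (SD, n = 4 each), and overlaps 2 genes of the other strand. Tmem181b-ps is named as a pseudogene, and its counts are uncertain where it shares sequence with its parent gene. It was at 304 CPM ± 33.2, 999 ± 27.3, 1003 ± 96.2 and 490 ± 194 in the same order. Abca2 was at 22.8 CPM ± 1.52, 72.2 ± 22.6, 76.2 ± 10.5 and 34.7 ± 8.82.

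Htr2a encodes the receptor DOI acts on (chromosome 14, 74640840 to 74709494). It was at 132 CPM ± 11.5 in vehicle mice, 61.4 ± 22.3 at 24 h, 76.0 ± 23.0 at 48 h and 105 ± 15.9 at 7 days (SD, n = 4 each). Mice 1 to 4 at 7 days were at 127, 102, 91.2 and 97.7 CPM. The log2 fold change against vehicle was -1.10 (SE 0.24, edgeR adjusted p 0.00536) at 24 h, -0.79 (SE 0.24, adjusted p 0.0200) at 48 h and -0.33 (SE 0.24, adjusted p 0.503) at 7 days. With the pseudogene share as a covariate the log2 fold change of Htr2a at 24 h was -1.20 and was no longer past the threshold. Other listed serotonin receptor genes, named after their values were seen, were called by edgeR in both directions. At 24 h Htr1a was lower (log2 fold change -1.27, adjusted p 0.0167), and Htr2b (2.11, 0.0301) and Htr4 (1.70, 0.0163) were higher. At 48 h Htr2b (2.40, 0.0141), Htr2c (1.32, 0.0355) and Htr4 (1.62, 0.0165) were higher.

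**Figure D2:**
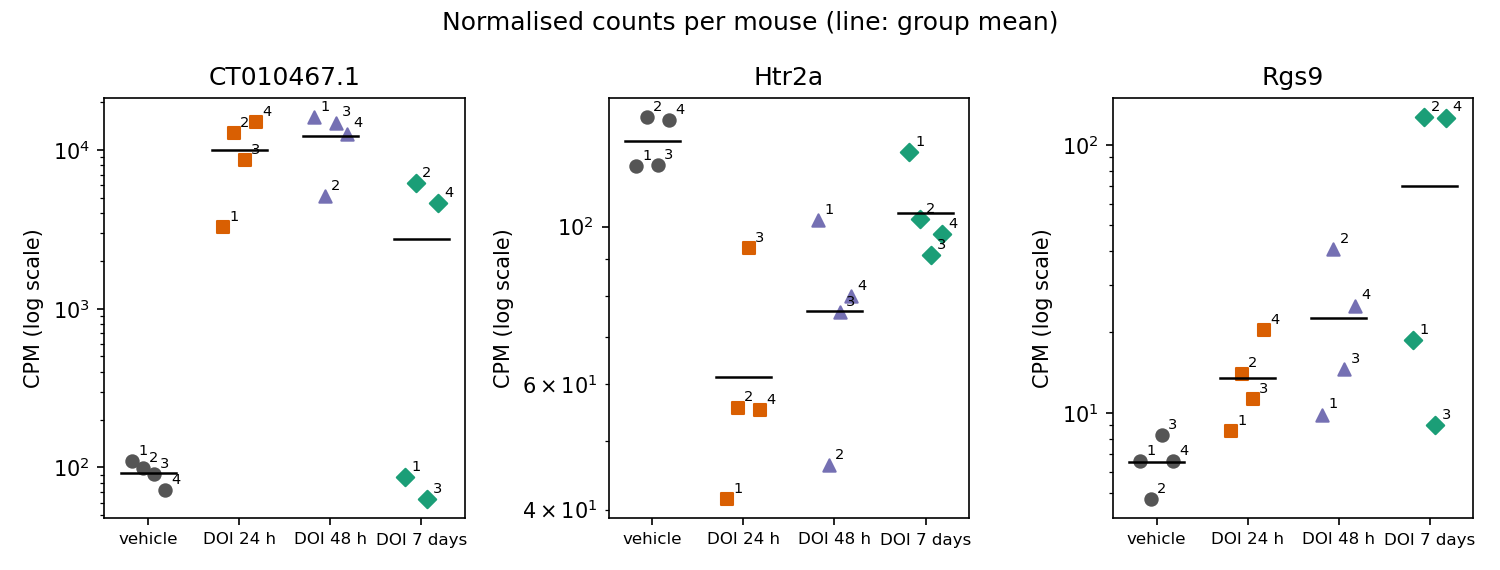
CPM per mouse (log axis) of CT010467.1, Htr2a and Rgs9 in the 4 groups, with points numbered by mouse and lines at group means. CT010467.1 lies between 72.3 and 110 CPM in vehicle mice and at 3258 CPM or more in all 8 mice at 24 h and 48 h, while at 7 days mice 2 and 4 are at 6171 and 4622 CPM and mice 1 and 3 at 87.3 and 63.4 CPM.

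Of the 93 listed genes, 88 were tested. Adjusted over the list alone, edgeR called 33 at 24 h (24 higher, 9 lower), 37 at 48 h (23 higher, 14 lower) and 4 at 7 days (4 higher). Adjusted over all genes, the counts were 30, 35 and 0. At 24 h this was 34.1% of the listed genes against 24.2% of all genes tested, a difference that was not tested. The 4 genes at 7 days, named after their values were seen, were Nr4a1, Nr4a3, Per1 and Dlg4, with log2 fold changes of 1.91, 1.58, 1.37 and 1.11. By the same adjustment all 4 were also called higher at 24 h (2.51, 1.76, 1.92 and 0.99) and at 48 h (2.17, 1.62, 1.86 and 1.15). In a fit of only the 2 groups compared, 0 listed genes were called at 7 days. In camera, 0 of 42 gene set tests passed. The smallest unadjusted p, 0.0184, was for striatal neuron markers at 7 days (adjusted p 0.772, mean log2 fold change 1.85, 8 of 8 genes higher), and 1 test had an unadjusted p below 0.05.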

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

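The rule for far values was fixed before the data were examined, while several of the measures it was applied to, and every explanation weighed here, were chosen only after values had been seen. In 148 groups of 4 mice (37 measures in 4 groups), 10 had a mouse far from the other 3, where chance gives about 7.4, so the number of far values is near what chance gives.

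The number of genes detected was 22989 in 24 h mouse 1, with the nearest mouse at 24829, and 21266 in 48 h mouse 1, with the nearest at 24894. Total counts in these mice, 6514044 and 6703107, were within the range of their groups, so depth does not set them apart. 48 h mouse 1 had a score of 115.5 on the second principal component, with the nearest mouse of its group at 5.21. The rule did not count this score as far. 24 h mouse 1 also had a score of -42.0 on the second and 82.7 on the third principal component, where the nearest mice had -2.17 and -17.4, and its astrocyte markers summed to 1197 CPM against 908 in the nearest mouse. This mouse was counted from an alignment numbered 6 in the header, and the group named there was that of the label, so a swap before counting remains open.

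In single measures, 48 h mouse 4 had 5797 CPM of postsynaptic plasticity genes (nearest 5046) and 2207 CPM of excitatory neuron markers (nearest 1539). Vehicle mouse 3 had 1850 CPM of activity-regulated genes (nearest 1114). Vehicle mouse 1 had 59.2 CPM of Eid2 (nearest 48.0) and 181 CPM of microglia markers (nearest 211). No biological explanation was tested for these values, since the labels give nothing that sets these mice apart within their groups.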

How the results depend on the processing

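Directions were stable in most fits of named genes: under settings other than leaving out a mouse, 311 comparisons of single genes kept their direction and side of the threshold, 44 lost the threshold, 3 gained it and 1 changed direction. That was CT010467.1 at 24 h with its own share as a covariate (log2 fold change -0.00285), a fit that removes it by construction. With a mouse left out, 148 kept both, 2 were weaker (Htr2a at 48 h) and 2 stronger (Rgs9 at 7 days). The cause was not tested for any change below unless a value is given.

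Covariates chosen after seeing the data removed most or all of the calls at 24 h and 48 h. The Rn18s-rs5 share gave 0 genes at 24 h and 0 at 48 h (870 and 685 at an unadjusted p below 0.05), 5 in the 4-group test, 0 shared by 24 h and 48 h, and 0, 0 and 0 listed genes at 24 h, 48 h and 7 days (7, 5 and 8 at an unadjusted p below 0.05). One surrogate variable gave 0 and 0 genes (1888 and 2022 unadjusted), 3 in the 4-group test, 0 shared, and 0, 0 and 0 listed genes (16, 17 and 7 unadjusted). This variable was 0.242 or more in the 6 mice at the vehicle level and -0.0387 or less in the 10 others, as the first principal component parts them, so a fit with it takes out the shift from vehicle itself and says nothing about its cause. Recovery with it was not tested in simulated counts. The mitochondrial share gave 264 genes at 24 h, 0 at 48 h (1937 unadjusted), 1 in the 4-group test, 0 shared, and 13, 0 and 0 listed genes (18 and 13 unadjusted at 48 h and 7 days). Group explained 75.1%, 58.4% and 53.9% of the variance of these covariates. Thinned counts changed only the listed genes at 7 days, to 8, by more than 1.5 times.

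Other tests and units gave more calls in several results. DESeq2 gave 796 genes at 7 days, 432 for 7 days against 48 h, 5129 in the 4-group test, 709 shared by 24 h and 7 days, and 9 listed genes at 7 days. Voom with quality weights gave 7236 genes at 24 h, 471 for 7 days against 48 h, 7121 in the 4-group test, 6073 shared by 24 h and 48 h, and 50 and 0 listed genes at 24 h and 7 days. Libraries with duplicateCorrelation gave 308 genes at 7 days, 1020 for 7 days against 48 h, 283 shared by 24 h and 7 days, and 18 listed genes. The main direction of the 7 days calls depended on the fit. The share that was higher was 33.8% with duplicateCorrelation, 92.2% with DESeq2, 94.15% with no filter and 69.8% with the 32 libraries as replicates. Treating the 32 libraries as replicates, which counts each mouse more than once, gave 8130, 8894 and 3349 genes at the 3 times, 4 for 48 h against 24 h, 3498 for 7 days against 48 h, 9067 in the 4-group test, 7120 and 2886 shared by 24 h with 48 h and with 7 days, and 34 listed genes at 7 days.

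With no filter there were 958 genes at 7 days, 1 for 48 h against 24 h, 665 for 7 days against 48 h, 842 shared by 24 h and 7 days and 14 listed genes at 7 days. The 4 listed genes at 7 days became 7 with total counts only, 7 with library 1, 1 with library 2, 2 with detected genes as a covariate and 0 in a fit of the groups compared alone. A threshold of 0.01 gave 1404, 2088 and 837 genes at 24 h, 48 h and in the 4-group test, and 1196 shared by 24 h and 48 h. A threshold of 0.1 gave 236 genes at 7 days, 5075 in the 4-group test and 221 shared by 24 h and 7 days. For gene sets, camera with a preset correlation called 1 test and fry 7.

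Same-numbered mice of different groups are different animals, and their deviations from the group means were correlated at -0.04 on average. The fit with the replicate block gave 3667 genes at 24 h, 4664 at 48 h, 0 at 7 days, 2409 in the 4-group test and 2 listed genes at 7 days. A replicate block by the header number, chosen after seeing the data, gave 2192 genes at 24 h, 1730 in the 4-group test, 1942 shared by 24 h and 48 h and 0 listed genes at 7 days.

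Leaving out each mouse of the groups concerned in turn gave 2550 to 3933 genes at 24 h, 3514 to 4899 at 48 h, 0 to 1342 at 7 days, 0 to 438 for 7 days against 48 h, 1475 to 4481 in the 4-group test, 2195 to 3548 shared by 24 h and 48 h, 0 to 1199 shared by 24 h and 7 days, 28 to 32 listed genes at 24 h, 28 to 35 at 48 h and 0 to 18 at 7 days. The highest count at 7 days came without 7 days mouse 1. RLE factors and the stricter filter moved none of the counts by more than 1.5 times. At this depth, features with few counts in vehicle mice, such as Gm43606 and Gm44187, have fold changes of uncertain size.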

Other observations

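The tests of protein-coding genes outside other genes, of thinned counts for the 7 days mice, and of a single gene in the excitatory marker sum were set before their own values were seen. The test of thinned counts was added after the separation of the 7 days mice and their library sizes had been seen. All other tests here were chosen only after the result was seen.

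The mice at 7 days lay at separate places on the change from vehicle to 24 h. On a scale where 0 is the vehicle mean and 1 the 24 h mean over all tested genes, mice 1 to 4 were at 0.01, 0.97, 0.04 and 1.02, and on the corresponding scale for 48 h at 0.02, 0.92, 0.04 and 0.97. Vehicle mice, each set against the others, were between -0.02 and 0.17, and mice at 24 h and 48 h between 0.74 and 1.10. No mouse lay between 0.17 and 0.74 on the 24 h scale. The mitochondrial share of counts was 0.0413%, 0.130%, 0.0210% and 0.114% in mice 1 to 4 at 7 days, 0.0171% to 0.0701% in vehicle mice, 0.0621% to 0.101% at 24 h and 0.108% to 0.268% at 48 h. Single-exon features inside other genes took 0.851%, 2.18%, 1.02% and 2.49% of the tested counts in the 7 days mice, 0.787% to 1.16% in vehicle mice and 1.49% to 2.80% in the 8 mice at 24 h and 48 h.

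Several explanations were tested for the separation at 7 days. Library size followed it: the 6 mice at the vehicle level (4 vehicle mice and 7 days mice 1 and 3) had totals of 8947588 or more, and the 10 others had 8704286 or less, although 1 of the 4 mice at 7 days had a total strictly inside the range of the groups it lay with. Counting depth alone did not account for the separation, since with every mouse thinned to 5834248 counts the largest gap between neighbouring 7 days mice was 0.910. A lower yield of counts that goes with another composition of the library could not be excluded. Features inside other genes and single-exon features are not needed for it: in 12524 protein-coding genes with at least 2 exon records that lie in no other gene, the largest gap between neighbouring 7 days mice was 0.862. Genes with paralogs or pseudogenes elsewhere stay in this set, so reads shared between such copies could not be excluded. The level of CT010467.1 was inside the range of the groups the mouse lay with in 3 of 4 mice, and in the remaining mouse (mouse 3, 63.4 CPM) it was below the lowest vehicle mouse, so RNA or library composition may follow the same separation and could not be excluded. An exchange of labels among the 16 mice does not account for the separation, since it would leave a vehicle mouse at the 24 h level or a 24 h or 48 h mouse at the vehicle level, and there was none. All 32 headers name the group of the label, but a mouse from outside the 16 would not show there and could not be excluded. A difference in how long single mice respond to DOI is a biological candidate explanation that these tests do not separate from the remaining technical ones.

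The same question applies to the calls at 24 h and 48 h. Over all tested genes, the 7 days mice separate along the shift from vehicle to these groups. That position does not measure differences outside the shift, so the 2 were not shown to be the same. Single genes could differ from this. Slk in all 4 mice at 7 days, and Tmem181b-ps in mice 2, 3 and 4, lay between the vehicle range and the 24 h and 48 h range. Thinning every mouse to the same total gave 4198 calls at 24 h, and leaving out the 10 most counted genes gave 4325, so neither counting depth alone nor a few abundant genes accounts for them. Deciles of exon length explained 4.26% of the variance of the 24 h log2 fold change. Single-exon features inside other genes had a median log2 fold change of 1.12 at 24 h, 1.30 at 48 h and 0.85 at 7 days, against -0.06, -0.08 and -0.03 for genes not inside another gene, a pattern that reads from introns or unspliced RNA could give. They do not carry the calls, since 24.1% of the 12524 protein-coding genes in no other gene were called at 24 h. With the CT010467.1 share as a covariate 0 genes were called at 24 h (870 at an unadjusted p below 0.05). Counts were also simulated with 200 genes changed 3-fold and a shift of all genes that follows this share. The size of that shift was chosen and was not fitted to these data. There the fit with the covariate recovered 5.5% of the changed genes, with 0 false calls. Without the covariate the fit recovered 67%, but 6034 of its 6168 calls were false. A changed gene counted as recovered in either direction, so the shift itself can add to the 67%. In that simulation the shift thus gave false calls. Their number depends on the size chosen for the shift, so it cannot be set against the 4346 calls made at 24 h. The loss of calls with the covariate does not say whether such a shift or changes after DOI are the cause. Group explained 75.1% of the variance of this share, so these fits do not tell the calls apart from a difference in RNA or library composition that runs with the groups. Records of RNA quality and of library preparation dates per mouse were not used here.

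Other splits of the mice were fitted in the same way. Of the 8 splits that part all same-numbered mice, 1 gave as many genes as 24 h against vehicle (the real one), and likewise 1 of 8 for 48 h against vehicle, and 8 of 8 for 7 days against vehicle, 48 h against 24 h and 7 days against 48 h, whose real counts are 0. Among these 8 splits the share cannot fall under 0.05. Same-numbered mice are different animals, so the splits that part fewer of them can be counted too: of all 35 splits, 1 (a share of 0.0286) gave as many genes for 24 h against vehicle and 1 for 48 h against vehicle, the real one each time, and the others gave 0. For 7 days against vehicle, 4 of the other splits gave calls where the real one gave 0, up to 882 genes for the split that put vehicle mice 1 and 2 with 7 days mice 1 and 3. For 7 days against 48 h the most was 1317 genes, for the split that put 48 h mice 1 and 4 with 7 days mice 1 and 3. For the 4-group test, 100 splits were fitted, the real one and others drawn by exchanging same-numbered mice only. Of these, 2 gave as many genes as the real one, the real one included. The other gave 5205 genes, more than the real 3380. It put vehicle mice 2 and 4 in 1 group with 7 days mice 1 and 3, which lie at the vehicle level.

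Striatal neuron markers summed to 761, 2077, 466 and 1508 CPM in mice 1 to 4 at 7 days. In 3 of these 4 mice the sum was above all 12 other mice, whose highest was 723 CPM. Rgs9 is among these markers, and it was past the edgeR threshold at 48 h against vehicle (log2 fold change 1.77, adjusted p 0.0414). Striatal tissue in some dissections is a candidate explanation that would give such values, and a response of cortical neurons to DOI was not separated from it.

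Excitatory neuron markers summed to 516 to 579 CPM in vehicle mice and 964 to 2422 CPM in the 8 mice at 24 h and 48 h. The sum rests on a single gene: without Camk2a (named after its values were seen), 0 of the 8 mice lay above all vehicle mice. Camk2a rose by 2.96 on the log2 scale at 24 h (edgeR adjusted p 0.00308) and 2.96 at 48 h. Single markers of the set, also named after their values were seen, moved in both directions. Slc17a7 was lower in all 8 mice at 24 h and 48 h (56.9 to 106 CPM) than in vehicle mice (130.5 to 176 CPM), with edgeR adjusted p of 0.0616 at 24 h and 0.0594 at 48 h, and Tbr1 was higher in all 8 (54.6 to 118.7 CPM against 39.2 to 49.7 CPM). The sum therefore does not measure a share of excitatory neurons, which was not tested.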
